A study of Mus musculus with 10 samples. Its data were reported in "SALL1 enforces microglia-specific DNA binding and function of SMADs to establish microglia identity" (2023).

How the data were processed

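H3K4me3 ChIP-seq, its input and H3K4me3 PLAC-seq were measured in sorted wild-type mouse microglia, with 2 libraries each. Samples were grouped by assay and genotype as the labels give them. The labels do not say whether replicates came from separate animals, so spread between them may be technical. The input libraries carry other replicate numbers in the labels than the ChIP libraries and entered only through the authors' peak files. The Hi-C libraries were not analysed here, so no genotype was compared with another.

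For H3K4me3, the authors deposited 1 peak list per library, and replicates were not pooled. Bowtie2 and HOMER are named in the submitters' processing notes, with mm10 as the build, and the columns are those of HOMER's peak finder. The study's methods name the ENCODE ChIP-seq pipeline for the peaks that guided interaction calling, and the deposited lists are not in its format, so they may not be the same calls. All peaks had 1 fixed size, 184 bp in replicate 1 and 188 bp in replicate 2, except 1 peak of replicate 2. The deposited signal of a peak is its number of tags per 10 M mapped tags, normalized by the authors; it is called the value of the peak. The deposited tag count is the whole number of tags in the peak. The input signal was scaled by the authors to the depth of the ChIP library. The authors' fold over input (a ratio), their p-value against input, the focus ratio (a fraction) and the peak score were deposited for each peak. Fold over input was at least 4.09 in replicate 1 and 4 in replicate 2, with medians of 75.8 and 77.2. Library depth was recovered as tag count over value, at 12.8 and 13.4 M tags.

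For PLAC-seq, the authors combined both libraries in 1 list of interactions called with MAPS between bins of 5 kb, with H3K4me3 peaks as anchors, and annotated genes and H3K4me3 per bin. The deposited read pair count is a whole number per pair of bins, and the expected count comes from the caller's regression. The authors' false discovery rate is an adjusted p-value per interaction. A summed −log10 p-value per cluster of neighboring interactions was also deposited and not used. The values show a highest false discovery rate of 0.0100, a lowest count over expected of 2.00 and a lowest count of 7. The list held 4948 clusters, 6177 summits of clusters or single interactions and 1226 interactions that stood alone. Counts per library and total read pairs were not used here, so the depth of PLAC-seq is unknown and the lists of interactions found here depend on it. A pair of bins absent from the list was not called and is not shown to lack contact.

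Genes came from the GENCODE M21 basic annotation of GRCm38, with the TSSs of protein-coding transcripts of 21827 protein-coding genes. Of these 20696 were autosomal. A gene counted as marked when a peak lay within 1 kb of any of its TSSs in both replicates, which held for 12291 genes. Its H3K4me3 value was that of the tallest such peak, as the mean of both replicates. A gene had an interaction when an anchor bin held 1 of its TSSs, so genes that share a bin share its interactions. Position was also described by gene, exon, intron and UTR. The deletion guides of the study's methods were matched exactly to chromosome 8 of GRCm38, and the interval between the outermost matches was extended by 10 kb on each side.

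There were 20 gene lists, fixed before the data were examined: homeostatic microglia, disease-associated microglia, genes named by the study as higher or as lower after loss of the Sall1 enhancer, TGF-beta and SMAD signaling, myeloid transcription factors, inflammatory response, interferon response, lysosome, antigen presentation, Alzheimer's disease risk homologs, ribosomal proteins, markers of neurons, astrocytes, oligodendrocytes, endothelial and mural cells, border macrophages, and monocytes, neutrophils and lymphocytes, developmental regulators of other lineages, and the microglia signature. The signature as used here held 327 symbols, slightly fewer than the study states, of which 17 did not match a protein-coding gene and 298 were autosomal; 14 of its genes are also in a marker list of another brain cell type. From the other lists 2 symbols did not match, Clec7a and Mx2, which this annotation does not class as protein coding.

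Shares of genes with at least 1 interaction were compared between a list and the other marked genes with a one-sided Fisher's exact test. The mean number of interactions per gene was compared with 100000 random lists of the same size, matched on decile of H3K4me3 value, in a two-sided permutation test whose smallest p is 1e-05. The median width of H3K4me3 was compared in the same way without matching, in each replicate. Each test was adjusted by the Benjamini-Hochberg method over the lists with at least 2 marked genes, 19 in the main setting and more or fewer in some alternatives. The test of which lists carry H3K4me3 was adjusted over all 20. Peak sets were compared with bedtools 2.31.1 at an overlap of at least 1 bp. Shares carry 95% binomial intervals, Wilson for peaks and exact for interactions. They treat each peak or interaction as an independent trial, which neighboring interactions of 1 cluster are not, and cover no error between animals. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

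The tests were tested on simulated data, with 200 lists of 200 genes from the 12291 marked genes for each setting. With no planted difference, 5.5% of lists passed p of 0.05 in the test of the mean, 7% in Fisher's exact test and 0% in the test of width, for which the real widths of replicate 1 were used. With means planted 2-fold higher, 99.5% and 76% passed in the first 2 tests. With 1 more peak given to 25% of a list's genes 86% passed the test of width, and with 50% of genes 100% passed. All simulated lists held 200 genes, so these shares do not give the power for shorter lists. The signature had 226 marked genes and every other list 38 or fewer. The simulation of width was chosen after the data were examined.

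Named genes followed a rule fixed before the data were examined: the loci the study shows (Sall1, Tmem119, Selplg, Apoe and its neighbors, the Ms4a genes, P2ry12, Slc2a5, Olfml3, Tgfbr2 and Ski); in each list the 3 marked members with the most interactions and up to 3 marked members without any, highest H3K4me3 first; the 10 genes with the most interactions, ties by summed count; the 10 interactions with the highest count over expected among those with at least 20 read pairs; the 5 genes with the widest H3K4me3; and the 3 tallest peaks per replicate called in that replicate only. Not every gene that the rule takes is reported here. Hjurp, the other tallest peaks, Zeb2 among the widest promoters, Cyld and Tox3 were named after their values were seen.

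Alternatives planned before the data were examined were a false discovery rate of at most 0.0001, at least 3 times the expected count, at least 20 read pairs, no lone interactions, 1 interaction per cluster, genes by the authors' annotation, a peak on the TSS or within 2.5 kb, each replicate left out, the signature without other cells' markers, matching on quintile or not at all, width matched on value, the median in place of the mean, a two-sided Fisher's exact test, stricter peak sets, 50% reciprocal overlap, and no extension, 25 kb or 250 to 350 kb upstream for the Sall1 window.

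Several choices were made after the data were examined. The plan had all chromosomes as the main background and autosomes as the alternative; these were exchanged because the interaction list holds none on X, so that genes there could not score. The tallest peak as a gene's value, the TSSs of protein-coding transcripts of the basic annotation, the test of which lists carry H3K4me3, and the choice to look again at peaks with high input belong here too, as do added alternatives: a peak of the other replicate within 500 bp, 1 TSS per gene, H3K4me3 marked in the gene's own bin, each cluster counted once per gene, matching also on marked promoters within 500 kb, summed peak values, and every bin annotated as Sall1. In judging directions a permutation p of 1 was taken as no direction, and the median was compared as a difference, both decided after a first look at these values. Where every gene of a list had an interaction, 0.5 was added to each cell to give a finite odds ratio for the comparison of settings. The widest single peak was not run, since all peaks have 1 size.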

Results

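Microglia, the resident macrophages of the brain, were sorted from wild-type mice. The labels name the strain C57/Bl6 and the cells CD45+ CD11b+ CX3CR1+, and the study's methods define the CD45 gate as low. The series holds 10 samples, and the data used here come from 2 H3K4me3 ChIP-seq libraries, their 2 input libraries and 2 PLAC-seq libraries. H3K4me3, trimethylation of lysine 4 of histone H3, marks active promoters. PLAC-seq is a proximity ligation assay in which an antibody, here against H3K4me3, enriches DNA contacts that involve marked promoters. The Hi-C libraries, 2 from wild-type mice and 2 from mice lacking an enhancer of Sall1, were not analysed here. H3K4me3 replicate 1 held 27845 peaks from a library of 12.8 M tags, and replicate 2 held 26574 peaks from 13.4 M tags. Peaks covered 31.8% of the tags in replicate 1 and 32.7% in replicate 2. The 2 PLAC-seq libraries were combined by the authors in 1 list of 26689 interactions between bins of 5 kb, so interactions have no replicate error. All coordinates refer to mm10 (GRCm38).

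The first question was how well the H3K4me3 profiles of the 2 replicates matched. Peaks near promoters were taller at the median than other peaks, but the 3 tallest peaks lay outside promoters. In replicate 1, 60.7% of peaks lay within 1 kb of an annotated transcription start site (TSS), with a median value of 166.7 tags per 10 M tags (10000000) of the library, against 16.4 for the other peaks. In replicate 2 the share was 60.9%, with medians of 177.5 and 17.9. The 3 tallest peaks, on an unplaced sequence (4339.4 in replicate 1), on chromosome 19 (2881) and on chromosome 1 (2126.9), also had high input tags. The tallest promoter peak, in an exon of Hjurp on chromosome 1 (88277282 to 88277466), which encodes a chaperone of the centromeric histone, reached 1146.8 in replicate 1 and 1146.5 in replicate 2. Its input tags, 5.5 and 9.8, also lay above the 99th percentile over all peaks, 4.9 and 5.6. Skil, which encodes a repressor of SMAD signaling, had a peak of 522 in replicate 1 and 473.7 in replicate 2.

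Peaks of the replicates overlapped in 20676 cases for replicate 1 (74.3%, Wilson 95% interval 73.7 to 74.8) and 20673 for replicate 2 (77.8%, 77.3 to 78.3), at a minimum overlap of 1 bp. Shared peaks were tall, with medians of 125.4 and 126.8, whereas peaks without a partner were low, with medians of 11.7 and 13.4. Across 20671 pairs of overlapping peaks, Pearson's r of the log2 values was 0.969 and Spearman's rho of the values was 0.975; this describes peaks, which are not independent replicates. The log2 ratio of the replicates had an SD of 0.42, where counting alone would give 0.28, and 96.0% of pairs lay within 2-fold. The chi-square per degree of freedom of the tag counts was 2.86, more than counting alone would give; paired peaks needed to overlap by only 1 bp. The tallest peaks called in replicate 1 alone lay at Cfl1 (430), Arhgap5 (429.3) and Hnrnpu (427.7), and those in replicate 2 alone at Cfl1 (498.3), Srsf5 (460.2) and Hnrnpu (450.5). At Cfl1, a gene for the actin-severing protein cofilin, the replicates placed peaks at 5490989 and 5490682 on chromosome 19, so both marked the promoter with peaks that did not touch.

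**Figure D1:**
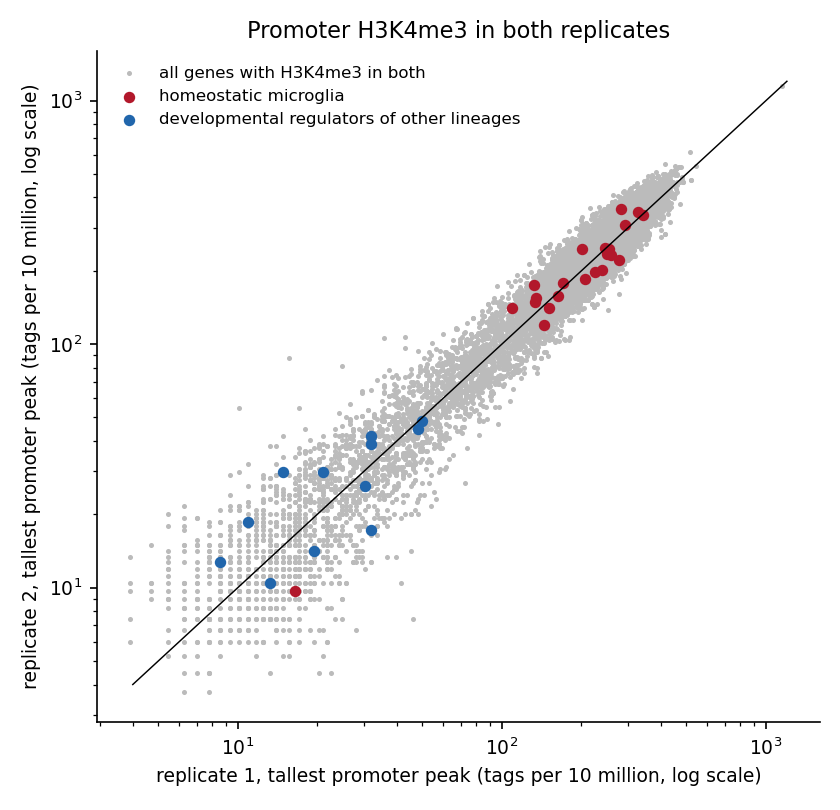
Each point is 1 of 12291 autosomal protein-coding genes with H3K4me3 in both replicates; the axes give the value of its tallest promoter peak in replicate 1 (x) and replicate 2 (y), in tags per 10 M on log scales, with the line of equal values. Homeostatic microglia genes (red) lie mostly above 100, while developmental regulators of other lineages (blue) lie below 50.

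The share of genes with H3K4me3 differed between gene lists. All 38 myeloid transcription factors, all 32 TGF-beta and SMAD genes, all 25 lysosome genes and all 34 ribosomal protein genes tested had a peak within 1 kb of a TSS in both replicates, as did 22 of 23 homeostatic microglia genes. Among autosomal protein-coding genes as a whole, 12291 of 20696 (59.4%) were marked. Markers of 3 groups of other cells were marked less often than other genes. Of 17 monocyte, neutrophil and lymphocyte markers only Lgals3 had the mark in both replicates (adjusted p = 1.9e-05, two-sided Fisher's exact test), at a low value of 9.35 and 15.7. Of 11 border macrophage markers 2 had it, Mrc1 and Stab1 (18.2%, adjusted p = 0.0198 by the same exact test), and of 12 endothelial and mural markers 3 had it, Flt1, Kdr and Pecam1 (25%, adjusted p = 0.0345). Neuron markers (7 of 16, adjusted p = 0.284), astrocyte markers (6 of 13, 0.471) and oligodendrocyte markers (5 of 13, 0.227) did not differ detectably from other genes by the same exact test. Nor did developmental regulators of other lineages (12 of 20, adjusted p = 1, exact test) or disease-associated microglia genes (17 of 22, 0.195). Of 298 microglia signature genes 226 were marked (75.8% against 59.1% of other genes, adjusted p = 2.93e-08 by the same exact test). This test of marking was added after the data were examined.

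The next description concerns the PLAC-seq interactions. The strongest interaction of those with at least 20 read pairs joined the promoter of Ccnd1, the cyclin D1 gene, on chromosome 7 (144935001 to 144940000) to an intron of Tpcn2 (145240001 to 145245000), with 59 read pairs where 2.51 were expected, a ratio of 23.5. Others among the 10 strongest joined the Kif26b promoter to an intron of Smyd3 (ratio 20.99), a bin with the Spred1 UTR to a bin with the long noncoding RNA D330050G23Rik (20.8), the Nrp1 promoter to an intron of Pard3 (20.5), a bin in Vwf to an intergenic bin (20.5), a bin at the Sgk1 UTR to an intergenic bin (20.03) and the Tmem242 promoter to an intron of Zdhhc14 (20.02). The remaining 3 joined an exon of Arhgef28 to an intergenic bin (20.6), an intergenic pair on chromosome 8 (126495001 to 126500000 with 126925001 to 126930000, 19.6), and Tsc22d1 to an intergenic bin (18.2).

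Interactions spanned 10 to 1000 kb with a median of 125 kb, and held a median of 17 read pairs at a median of 4.03 times the expected number. All lay on the 19 autosomes and none on X, although the replicates had 790 and 751 H3K4me3 peaks there. By the deposited peaks of both replicates, 2518 interactions (9.43%, exact 95% interval 9.09 to 9.79) had H3K4me3 in both anchors, 74.8% in 1 anchor and 15.8% in neither. By the authors' own marking of bins the shares were 12.3%, 87.7% and 0. A protein-coding TSS lay in both anchors of 5.22% of interactions, in 1 anchor of 50.1% and in neither of 44.6%. The exact interval treats interactions as independent, which neighboring interactions of 1 cluster are not, and covers no error between animals.

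The study centred on an enhancer cluster upstream of Sall1, the gene of a zinc finger transcription factor that marks microglia, and PLAC-seq asked which promoter that region contacts. The bin that holds the Sall1 TSS (chromosome 8, 89040001 to 89045000) had 19 interactions, all with upstream bins. All 4 bins that the authors annotate as Sall1 together had 53. The interval removed in the enhancer knockout, bounded by the guide matches at 89396646 and 89409890, is 13245 bp of intergenic sequence that lies 352 to 366 kb from the Sall1 TSS at 89044162. Extended by 10 kb on each side it took part in 15 interactions. Of these, 5 reached the TSS bin (33.3%, exact 95% interval 11.8 to 61.6), with 72 read pairs in sum where 13.7 were expected (ratio 5.26). The strongest linked the TSS bin to 89400001 to 89405000, inside the deleted interval, with 21 read pairs against 2.72 (ratio 7.71, false discovery rate 4.76e-10).

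Of the 15 interactions, 13 reached 1 of the 4 bins that the authors annotate as Sall1, at 89030001 to 89050000 (86.7%, exact interval 59.5 to 98.3). The other 2 reached a bin at 89130001 to 89135000 that holds no protein-coding TSS. None reached another protein-coding gene; the next ones were Cyld, 339 kb from Sall1 on the side away from the interval, and Tox3, whose TSS lies 1304 kb from that of Sall1. The count of 5 fell to 2 with the deleted interval alone, to 2 at a false discovery rate of at most 0.0001, and to 1 with at least 20 read pairs. It rose to 7 of 23 with an extension of 25 kb. These values come from 1 combined list, so their error between animals is unknown. The 15 interactions include neighboring bin pairs of the same cluster, so the exact intervals assume an independence that is absent.

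The Sall1 promoter also contacted 3 regions apart from the one that holds the deleted interval. The 19 interactions of its TSS bin fell into 4 groups, at 220 to 250 kb (3 interactions), 315 to 385 kb (8, which include the deleted interval), 500 to 535 kb (6) and 740 to 745 kb (2). Read pairs over the expected number were 3.60, 4.92, 6.89 and 5.61 in these groups. Among the 19, the highest single ratio lay in the farther group, at 89565001 to 89570000, with 28 read pairs against 2.67 (ratio 10.5, false discovery rate 4.42e-17). That bin held an H3K4me3 peak in both replicates, of 17.1 and 13.4 tags per 10 M, and no peak was called in the deleted interval. Around Sall1 itself H3K4me3 reached 258.7 in replicate 1 and 270.8 in replicate 2.

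**Figure D2:**
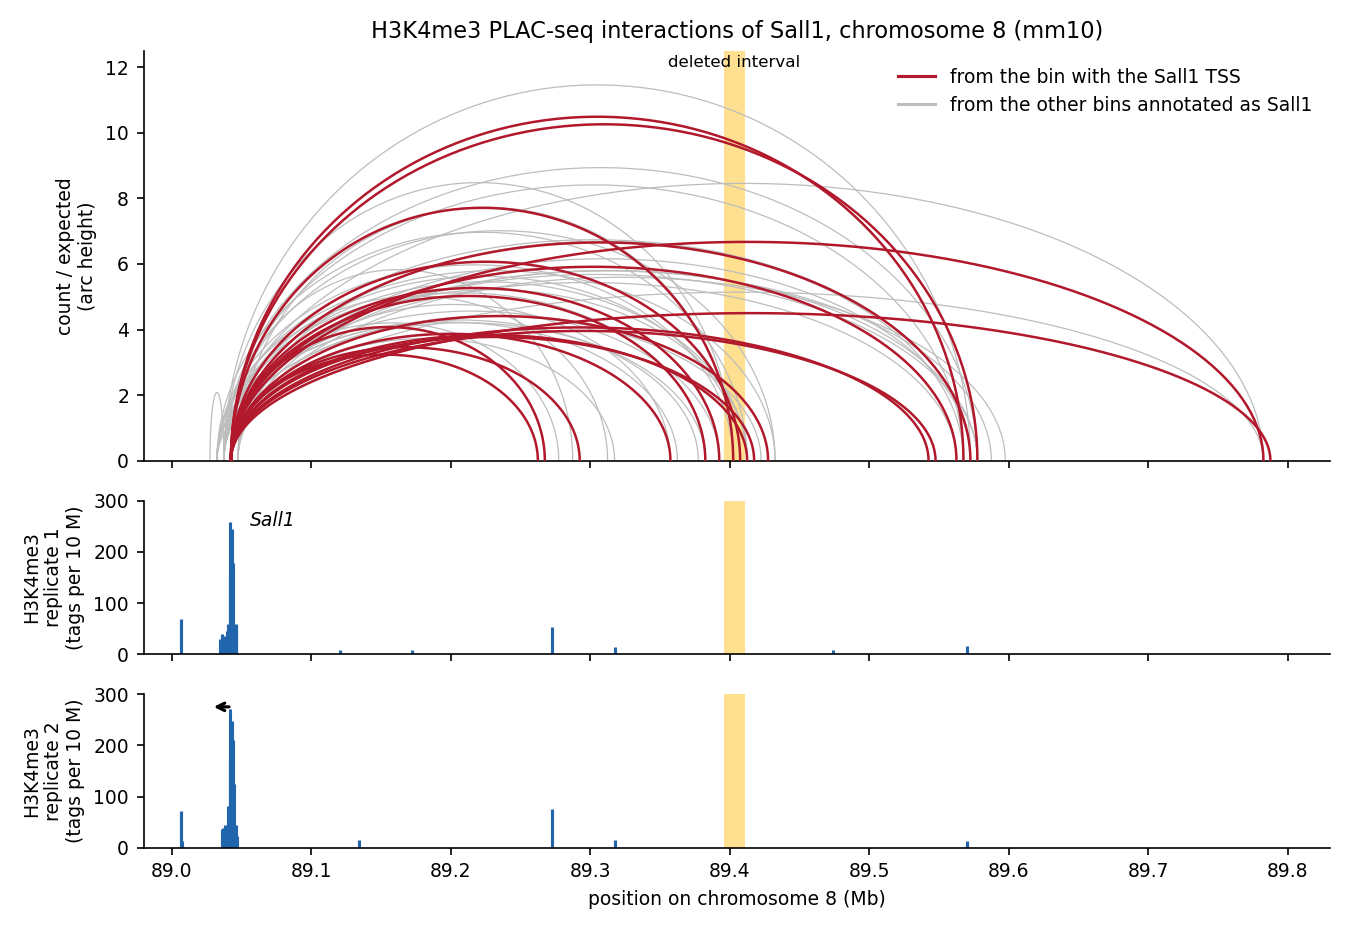
The upper panel draws each interaction of Sall1 as an arc between its 2 bins on chromosome 8 (position in Mb), with the arc's height equal to read pairs over expected; red arcs start at the bin with the TSS, grey arcs at the other bins annotated as Sall1, and the yellow band is the deleted interval. The lower panels give H3K4me3 peak values of both replicates in tags per 10 M; the arrow shows the direction of transcription, and red arcs reach 7.71 at the band and 10.5 beyond it.

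Other loci that the study examined are described next; such counts depend on the threshold of the call and on the annotation. Olfml3, a gene of a secreted protein high in microglia (chromosome 3, 103722222 to 103738001), had 12 interactions at 300 to 370 kb, the strongest with 30 read pairs against 2.88 (ratio 10.4). P2ry12, which encodes the microglial ADP receptor, had 6 within 50 kb, and the strongest joined 2 of its own TSS bins (19 against 6.16). Tgfbr2, a receptor gene for TGF-beta, had 6 interactions and Ski, a repressor of SMAD signaling, had 4. Tmem119 had 2, at 25 and 30 kb, whereas its neighbor Selplg had none despite H3K4me3 of 207.2 and 185. The study, in contrast, describes PLAC-seq loops from the promoters of both genes to sites bound by SALL1. Only interactions with a TSS in an anchor bin were counted here, and the source of this difference was not tested. Slc2a5, a fructose transporter gene, had a peak in replicate 1 only (6.23) and no interaction.

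At the apolipoprotein cluster on chromosome 7, Apoe had low H3K4me3 of 14 and 14.9 and 3 interactions at 20 to 30 kb. Apoc2 had no peak but 2 interactions. Both joined the Apoe bin and are also among the 3 of Apoe (highest ratio 2.69, 24 read pairs against 8.91). Apoc1 and Apoc4 had neither peak nor interaction. In the Ms4a cluster on chromosome 19, H3K4me3 in both replicates was present at Ms4a6b (106 and 86.5) and Ms4a6d (30.4 and 42.5) only. Ms4a6d had 6 interactions at 165 to 255 kb, the strongest of 25 read pairs against 2.61 (ratio 9.58), and Ms4a6b had none. Ms4a10 and Ms4a5, unmarked, had 1 each, and the others (Ms4a1, Ms4a2, Ms4a3, Ms4a4a, Ms4a4b, Ms4a4c, Ms4a4d, Ms4a6c, Ms4a7, Ms4a8a, Ms4a12, Ms4a13, Ms4a14, Ms4a15 and Ms4a18) had none; Ms4a6c had a peak in replicate 2 only (11.2).

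The main comparison asked whether genes of the microglia signature, chosen by the study on RNA and not on these libraries, had more promoter contacts than other genes with H3K4me3. Of 226 signature genes with the mark, 121 (53.5%) had at least 1 interaction, against 37.5% of 12065 other genes. Fam72a had 30 interactions, Ivns1abp, an actin-binding kelch protein gene, had 23, and Ephb3, an ephrin receptor gene, had 20, while Clcf1, Cst3 and Scoc had H3K4me3 of 311.8 or more in both replicates and no interaction. Signature genes averaged 2.57 interactions, against 1.17 in random lists of genes with matched H3K4me3, a ratio of 2.19. Fam72a shares its bin and all of its interactions with Srgap2, a gene of a regulator of cell migration.

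The odds ratio for having an interaction was 1.92 (one-sided Fisher's exact test, adjusted p = 8.07e-06). The permutation test of the mean over 100000 random lists, two-sided, gave an adjusted p of 6.33e-05 from a raw p of 1e-05, the smallest that these permutations can give. With a peak required on the TSS itself, which left 39 signature genes among 1649 genes, the odds ratio was 1.97 (adjusted p = 0.230, Fisher's exact test) and the ratio of means 1.41 (adjusted p = 0.433 by permutation). Genes are not independent replicates, so these p-values describe this 1 list of interactions.

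Of the 19 lists tested, myeloid transcription factors had the highest mean. They averaged 7.84 interactions against 1.42 in matched random lists (ratio 5.50), and 30 of 38 had at least 1. Maf (38), Runx1 (26) and Mef2a (21) led them, while Irf1, Stat3 and Tfeb had H3K4me3 and none. TGF-beta and SMAD genes averaged 5.12 (ratio 3.73), and 21 of 32 had at least 1: Zeb2, a SMAD-interacting repressor gene, had 28, Pmepa1 18 and Ldlrad4 16, whereas Tgfb1, Skil and Bmpr2 had none. Inflammatory response genes averaged 5.17 (ratio 4.06), and 15 of 18 had at least 1, led by Tnfaip3 with 29, Nfkbia with 17 and Il6 with 13. Tnfaip3 and Nfkbia encode inhibitors of NF-kappaB signaling. Nlrp3, Ptgs2 and Cd40 had none.

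Homeostatic microglia genes averaged 4.45 (ratio 3.21), and 16 of 22 had at least 1. Sall1 had 19, and Sparc and Tgfbr1 had 12 each, but Csf1r, the receptor gene on which microglia depend, Cst3 and Selplg had H3K4me3 and none. Mouse homologs of Alzheimer's disease risk genes averaged 4.29 (ratio 3.22), and 18 of 24 had at least 1: Bin1, an endocytic adaptor gene, had 13, Picalm 11 and Ptk2b 10, whereas Trem2, Abi3 and Abca7 had none. Genes that the study named as lower after loss of the Sall1 enhancer averaged 4.83 (ratio 3.74, 4 of 6 with at least 1), with Sall1 at 19, P2ry12 at 6 and Ets1 at 2 but Selplg and Crybb1 at none. Of the homeostatic list 18 genes and of the latter 6 are also in the signature.

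Adjusted p-values of the permutation test were 6.33e-05 for myeloid transcription factors and for TGF-beta genes, 0.000237 for inflammatory genes, 0.000792 for homeostatic genes, 0.000684 for Alzheimer's homologs and 0.0344 for the genes named as lower. For Fisher's exact test they were 4.87e-06, 0.00405, 0.000627, 0.00351, 0.0011 and 0.219. With 1 interaction kept per cluster, the ratio was 1.85 for homeostatic genes (adjusted p = 0.153), 2.26 for inflammatory genes (0.0698) and 1.56 for the genes named as lower (0.858, all by permutation). At a false discovery rate of at most 0.0001, Fisher's exact test gave adjusted p-values of 0.106 for TGF-beta genes and 0.0666 for inflammatory genes, and at 3 or more times the expected count 0.0502 for TGF-beta genes. With a peak required on the TSS itself, only 2 TGF-beta, 5 myeloid, 2 inflammatory and 3 Alzheimer's genes were left. Their odds ratios were 9.22, 7.40, 9.22 and 12.9 (0.5 added to each cell for all but the myeloid list), each with an adjusted p of 0.230 in Fisher's exact test. The ratio of means was then 1.06 for inflammatory genes (adjusted p = 1) and 3.93 for Alzheimer's homologs (0.128, both by permutation). The study chose the genes named as lower on related samples, so their list is not independent evidence.

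**Figure D3:**
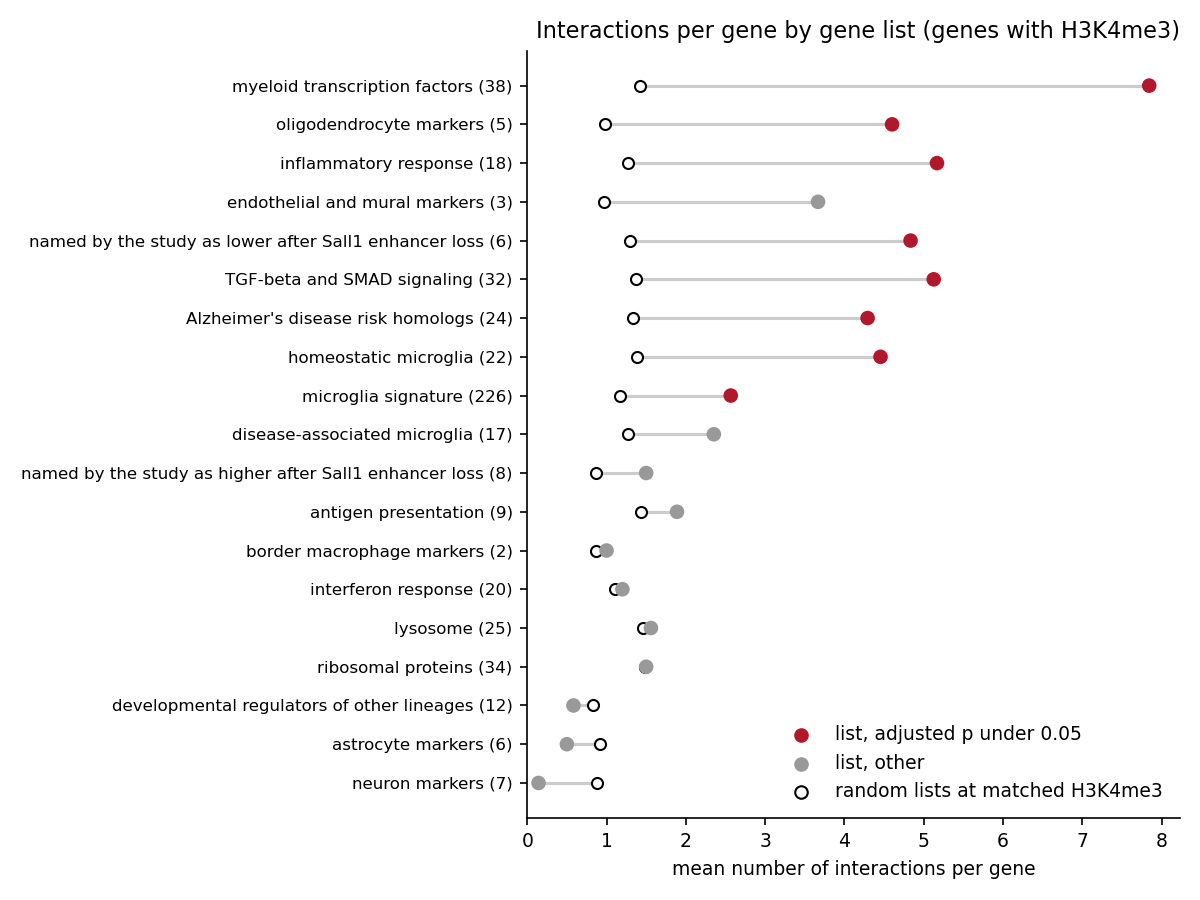
For each gene list, the filled point gives the mean number of interactions per gene with H3K4me3 (number of genes in parentheses) and the open point the mean of 100000 random lists matched on H3K4me3; red marks an adjusted p under 0.05 in the two-sided permutation test. Myeloid transcription factors, at 7.84 against 1.42, lie farthest to the right, and ribosomal protein genes, at 1.5 against 1.49, lie on their matched lists.

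Housekeeping and other immune lists lay near their matched random lists. Ribosomal protein genes averaged 1.5 interactions against 1.49 (ratio 1.01), and Rpl13 had 11, Rpl3 7 and Rps14 6, while Rpl19 and Rps6 had none. Over 18 alternatives the ratio of ribosomal protein genes ran from 0.332 to 1.15, with a lowest adjusted p of 0.606 by permutation. Lysosome genes averaged 1.56 against 1.46 (ratio 1.07), led by Ctsd and Grn with 7 each and Laptm5 with 3; Asah1, Glb1 and Lamp1 had none. Interferon response genes averaged 1.2 against 1.101 (ratio 1.09), with 8 at Zbp1, 3 at Ifit1 and 2 at Bst2 and none at Ifih1, Trim25 and Usp18. Antigen presentation genes averaged 1.89 against 1.43 (ratio 1.32), with 5 at H2-K1, 4 at H2-Ab1 and 3 at H2-DMa and none at B2m, H2-D1 and Tapbp. Their adjusted p-values in the permutation test were 1, 0.998, 0.998 and 0.896.

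Lysosome genes had an interaction in 17 of 25 cases (odds ratio 3.51, adjusted p = 0.00569, Fisher's exact test), although their mean did not differ detectably. That call was lost at a false discovery rate of at most 0.0001 (adjusted p = 0.447) and at 3 or more times the expected count (0.288), both by Fisher's exact test. For the other 3 lists Fisher's exact test gave adjusted p-values of 0.233, 0.233 and 0.132. Genes of disease-associated microglia averaged 2.35 (ratio 1.84, adjusted p = 0.164 by permutation), with 10 at Cd9, 8 at Fth1 and 7 at Ctsd and none at B2m, Csf1 and Timp2; 10 of 17 had at least 1 (adjusted p = 0.132, Fisher's exact test). With at least 20 read pairs the ratio of this list was 3.26 (adjusted p = 0.0217 by permutation). With medians in place of means and the main settings otherwise, the list exceeded random lists by 1.88 interactions (adjusted p = 0.0278 by permutation).

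Genes that the study named as higher after loss of the Sall1 enhancer had low H3K4me3, with medians of 19.5 and 18.3 tags per 10 M in the 8 marked genes, and averaged 1.5 interactions (ratio 1.72, adjusted p = 0.556 by permutation). Apoe and Axl, a receptor tyrosine kinase gene, had 3 each and Tnf had 2, while Batf2 and Tfec had none. With at least 1 interaction in 6 of 8, the odds ratio was 4.95 (adjusted p = 0.0886, Fisher's exact test). With at least 20 read pairs it was 5.57 (adjusted p = 0.0458, exact test), and at 3 or more times the expected count it was 0.762 (adjusted p = 0.842, exact test). With medians in place of means and the main settings otherwise, the difference from random lists was 1.38 interactions (adjusted p = 0.04999 by permutation). The study chose this list on related samples, so it is not independent evidence.

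Marker genes of other brain cells that had H3K4me3 in these libraries were few. Of 7 marked neuron genes only Slc17a7 had an interaction, 1, and Elavl4, Eno2 and Tubb3 had none (ratio 0.162, adjusted p = 0.556 by permutation). Of 6 astrocyte genes only Slc1a3, a glutamate transporter gene, had any, 3, while Atp1b2, Fgfr3 and Aldh1l1 had none (ratio 0.543, adjusted p = 0.896 by permutation). The 5 marked oligodendrocyte genes averaged 4.6 (ratio 4.69, adjusted p = 0.0344 by permutation), with 14 at Pdgfra, the growth factor receptor gene of oligodendrocyte precursors, 5 at Cldn11, 3 at Cnp and none at Olig2. That call was lost under 5 alternatives, among them 1 TSS per gene (ratio 3.46, adjusted p = 0.0821 by permutation) and at least 20 read pairs (2.54, 0.254).

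Among 3 marked endothelial genes Pecam1 had 11 and Flt1 and Kdr had none (ratio 3.77, adjusted p = 0.101 by permutation). The border macrophage genes Mrc1 and Stab1 had 1 each (ratio 1.16, adjusted p = 1 by permutation). Developmental regulators of other lineages averaged 0.583 (ratio 0.703, adjusted p = 0.923 by permutation), with 2 at Neurog2 and Hoxd9, 1 at Gata4 and none at Pax6, Gata6 and Foxa1. In Fisher's exact test the adjusted p-values were 0.964 for neuron, 0.964 for astrocyte, 0.132 for oligodendrocyte, 0.848 for endothelial, 0.219 for border macrophage and 0.591 for developmental genes. That test was one-sided, for a higher share. It cannot show a lower share in neuron, astrocyte or endothelial genes (odds ratios 0.274, 0.329 and 0.824). The list of monocyte, neutrophil and lymphocyte markers, with only Lgals3 marked, was not tested for interactions.

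The breadth of H3K4me3 was compared because broad domains occur at cell identity genes. The widest promoters were those of Tcf4, Sgk1, Bcl11a, Gngt2, Kdm2b and Zeb2. Their peaks were summed over all TSSs of a gene, so they are not shown to be single broad domains. Tcf4 had 1288 bp of peaks in replicate 1 and 1316 bp in replicate 2, over 22 TSSs. Sgk1 had 1104 and 1316 bp, over 5 TSSs that ran from 21882184 to 21994666 on chromosome 10. Bcl11a, Gngt2, Kdm2b and Zeb2 had 1104 and 940 bp each, over 4, 7, 5 and 8 TSSs. Signature genes had a median of 184 bp in replicate 1 and 188 bp in replicate 2, the size of 1 peak, as did random lists (adjusted p = 1 in both, two-sided permutation test). Homeostatic genes had medians of 368 and 376 bp (adjusted p = 0.424 and 0.261 by permutation). Myeloid transcription factors, TGF-beta and SMAD genes, inflammatory response genes and developmental regulators of other lineages had the same medians. Their adjusted p-values by permutation ran from 0.424 to 0.444 in replicate 1 and from 0.224 to 0.301 in replicate 2. None of the 19 lists passed an adjusted p of 0.05. Power was simulated for lists of 200 genes only, so a difference in the shorter lists is not excluded. Every peak but 1 had the fixed size of its replicate, so width here counts peaks; with peaks within 2.5 kb, the medians of homeostatic genes and myeloid transcription factors exceeded those of random lists by 330 and 339.5 bp (adjusted p = 0.0002 for both, by permutation). For signature genes the difference was then 183.5 bp (adjusted p = 0.153 by permutation).

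Interactions were also ranked over all genes with H3K4me3. Maf, a macrophage transcription factor gene (chromosome 8, 115682942 to 115707794), had 38 that reached from 150 to 935 kb. Klf3, a Kruppel-like repressor gene on chromosome 5, had 34, and Tsc22d1, Fam72a and Srgap2 had 30 each. Irf2bp2, Psma1 and Tnfaip3 had 29, Zeb2 28 and Marcks, a gene of a protein kinase C substrate, 27. Neighboring bins of 1 contact region count separately: the 38 of Maf fell into 8 clusters, and the 29 of Psma1 into 2. Of the 12291 genes with H3K4me3, 4642 (37.8%) had at least 1 interaction, with a mean of 1.35. Genes in the lowest decile of H3K4me3 averaged 0.763 and those in the highest 1.86.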

Values the study reported

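The study placed the Sall1 super-enhancer at about −300 kb relative to the promoter of the gene. Its microglia signature comprised 328 genes that were more than 10-fold higher in microglia than on average in other macrophages.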

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

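All tests of explanations in this part were chosen after the results they bear on were seen.

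Input tags, which no comparison used, were high under the 3 tallest peaks, which lay more than 10 kb from any protein-coding TSS or on a sequence without one. The peak on an unplaced sequence had 54.4 scaled input tags in replicate 1 and 60.8 in replicate 2, that on chromosome 19 (61199656 to 61199840 in replicate 1) had 44 and 52.4, and that on chromosome 1 (195241625 to 195241809) had 20.8 and 28.7. Over all peaks the median was 1.2 and 1.4, and the 99th percentile 4.9 and 5.6. In each replicate 4 peaks had over 20 input tags, and these include the 3 tallest. Fold over input at the 3 peaks was 102, 84.0 and 131 in replicate 1, where the median was 75.8. In replicate 2 it was 94.0, 73.1 and 96.9, where the median was 77.2. The next tallest peak away from a TSS, on chromosome 8 (19784697 to 19784881 in replicate 1), had 3.1 and 4.2. No explanation was tested.

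Signature genes had more interactions than genes of matched H3K4me3, with a ratio of 2.19. The values argue against repeated counting of neighboring bins, and against the number of nearby marked promoters, as its whole cause. With each cluster of interactions counted once per gene the ratio was 1.76. With lists matched also on the number of marked promoters within 500 kb it was 2.16. Both had the smallest permutation p of 1e-05. With only interactions that had H3K4me3 in the gene's own bin the ratio was also 2.16, at the same permutation p. That setting cannot decide whether H3K4me3 at the partner adds interactions. All genes compared were already marked, and interactions with both bins marked were kept. The requirement of a peak on the TSS itself, planned before the data were examined, gave 1.41 with an adjusted p of 0.433 by permutation, in 39 genes, and leaves open how far the ratio depends on which promoters enter. The design has no other cell type, so a biological explanation was not tested.

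The strongest interaction of the Sall1 TSS bin lay beyond the deleted interval, at a ratio of 10.5 against 7.71 inside it. An H3K4me3 peak in the far anchor, which could add reads, stays open. Among interactions of 400 to 600 kb, the median count over expected with H3K4me3 in both anchors was 0.874 times that with H3K4me3 in 1 anchor (5.12 in 185 interactions against 5.87 in 1302). That comparison cannot decide, since it holds only called interactions, which were selected on count over expected. In the group at 500 to 535 kb, the bin at 89575001 to 89580000, without H3K4me3, had 26 read pairs against 2.53 (ratio 10.3). The other bins of that group without H3K4me3 had ratios of 3.96 to 6.66. From the annotated Sall1 bin at 89035001 to 89040000, the far bin with H3K4me3 had 8.41 and those without had 5.79 to 11.5. From the annotated bin at 89045001 to 89050000 these values were 6.69 and 5.59 to 6.16. Counting error stays open, since an exact two-sided binomial test of both counts given both expected counts gave p = 0.319. No biological explanation was tested.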

How the results depend on the processing

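The alternatives with a peak within 500 bp, 1 TSS per gene, H3K4me3 in the gene's own bin, each cluster once, neighboring promoters, summed values and every annotated Sall1 bin were chosen after the data were seen. No paired analysis was possible because the groups are different assays, both PLAC-seq libraries stand in 1 list and no test compares groups. For the signature, 13 of 14 alternatives kept the odds ratio past the threshold (1.66 to 2.04 over all 14), and 18 of 19 kept the mean (ratios 1.41 to 2.66); the median exceeded that of random lists by 1 interaction (adjusted p = 9.5e-05, permutation). Leaving out 1 replicate gave odds ratios of 1.84 to 1.93 and ratios of 2.15 to 2.16. The exception in both was a peak required on the TSS itself, at 1.97 (adjusted p = 0.230, Fisher's exact test) and 1.41 (0.433, permutation), where 39 signature genes were left of 226. Over the other lists' values under alternatives, 624 kept their call with no counted change of direction, 26 lost the call and 6 gained one. Another 22 changed direction, none of these 22 past the threshold in either setting. Values without a direction by the rule given earlier count as kept, so the 624 include some on the other side. Ratios of means ran from 0.332 to 1.15 for ribosomal proteins (main 1.01) and from 0.738 to 2.90 for border macrophage markers (main 1.16). The width difference of astrocyte markers ran from -48 to 52 bp. Only the 22 are listed as turned below. Odds ratios that turned were, at a false discovery rate of at most 0.0001, 1.53 for endothelial and 0.612 for developmental genes; at 3 times the expected count, 0.762 for genes named as higher, 0.979 for interferon and 1.14 for endothelial genes; at 20 read pairs, 1.67 for endothelial and 0.303 for developmental genes; with a peak on the TSS, 1.84 for neuron and for astrocyte markers; within 2.5 kb, 1.104 for endothelial genes. Ratios of means that turned were, at 3 times the expected count, 0.379 for genes named as higher, 0.657 for lysosome and 0.823 for antigen presentation genes; at 20 read pairs, 0.779 for interferon genes; by the authors' annotation, 0.974 for interferon and 0.874 for antigen presentation genes; with a peak on the TSS, 0.615 for interferon genes and 1.32 for astrocyte markers; with 1 TSS per gene, 0 for endothelial genes; without matching, 0.887 for interferon genes; and with each cluster once, 1.37 for developmental genes. The width difference of border macrophage markers turned to 50.5 bp within 2.5 kb. The cause was not tested for these. Genes named as lower (ratio 3.74) lost that call under 8 alternatives, all by permutation: 4.17 at the lower false discovery rate (adjusted p = 0.0511), 3.60 at 3 times the expected count (0.0728), 4.05 at 20 read pairs (0.0544), 3.78 with neighboring promoters (0.0514), 3.34 with summed values (0.0536), 2.14 with each cluster once (0.181), 1.56 with 1 interaction per cluster (0.858), and a difference of 1.56 by the median (0.127). Oligodendrocyte markers (ratio 4.69) lost it under 5, also by permutation: 2.54 at 20 read pairs (0.254), 3.46 with 1 TSS per gene (0.0821), 4.09 with 1 interaction per cluster (0.0758), 3.41 without matching (0.0704) and 3.31 with each cluster once (0.0554). Shared peaks of replicates 1 and 2 moved to 62.9% and 65.9% at 50% reciprocal overlap, 87.2% and 91.3% among peaks at or above each median value, 76.7% and 76.7% with equal numbers of top peaks, and 86.5% and 89.6% within 500 bp. Interactions of the Sall1 TSS bin with the window moved from 5 to 2 at the lower false discovery rate, 1 at 20 read pairs (100% of the window), 2 without extension, 7 of 23 with 25 kb and 13 with every annotated bin (86.7%); from 250 to 350 kb upstream 4 of 12 joined it. Of 133 named genes, the number of interactions moved by over 1.5 times, or to or from 0, in 47 at the lower false discovery rate, 38 at 20 read pairs, 20 at 3 times the expected count and 28 by the authors' annotation. The interaction list moved to 10510 at the lower false discovery rate, 10365 at 20 read pairs and 6177 with 1 per cluster, by construction fewer. The share with H3K4me3 in both anchors was then 10.2%, 12.01% and 9.99%, 8.50% at 3 times the expected count, 14.1% with peaks of either replicate, and 11.6% to 11.7% with 1 replicate left out. Leaving out a replicate gives no value for shared peaks or for Sall1. The unknown depth of PLAC-seq limits every count of interactions, and an interaction that was not called is not shown to be absent.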

Other observations

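The test of distance in this part was chosen before its result was seen, and the other values are descriptions chosen after the data were examined.

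Numbers of called interactions are also given for complement and receptor genes of homeostatic microglia that the report does not name. These genes were chosen here after their values were seen, and no test compared them with each other. Mertk, a phagocytic receptor gene, had 8 interactions with a ratio of up to 10.8, Fcrls had 7, and Cx3cr1, the fractalkine receptor gene, had 5. C1qa, C1qb and C1qc, adjacent genes of complement component C1q, had 3, 0 and 1, with H3K4me3 of 277.3, 170.6 and 258.7 in replicate 1. Siglech had H3K4me3 of 150.4 and 140.2 and none. Among lineage regulators, Jun had 19, Fli1 15, Mef2c 9, Irf8 8 and Spi1, the gene of PU.1, 4.

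Interactions also reached genes without H3K4me3 in both replicates. Of such genes 473 (5.63%) had at least 1 interaction. Examples named after their values were seen are C3, a complement gene with no promoter peak and 1 interaction at 110 kb, and Il1b, with none and 1 at 60 kb. Of the anchors that the authors marked for H3K4me3, 82.9% held a deposited peak in both replicates, and of the unmarked anchors 0.594% did.

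One hypothesis was that interactions of signature genes span longer distances than those of other genes. The geometric mean over 121 signature genes of the median distance was 95.4 kb, against 96.5 kb in random lists matched on H3K4me3, a ratio of 0.988 (two-sided permutation test, p = 0.892). No difference in distance was detectable.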
